A study of Mus musculus with 12 samples. Its data were reported in "Non-necroptotic MLKL function damages mitochondria and promotes hematopoietic stem cell aging" (2026).

How the data were processed

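Chromatin accessibility had been measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in hematopoietic stem cells (HSCs) from mouse bone marrow. There were 12 libraries in 4 groups of 3: wild-type (WT) and Mlkl-/- mice, each at 3 and at 18 months of age. Mlkl encodes the pseudokinase that executes necroptosis, a form of inflammatory cell death. Per the study's methods, each library was made from HSCs pooled from several mice, with more mice per pool for young than for aged animals. The libraries were prepared together. The labels give no sex for the pooled animals, and the study's reporting statement says that animals of both sexes were used.

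The authors mapped the reads to the mouse genome build mm10 with Bowtie2 and called peaks in each library on its own with MACS2, so replicates were not pooled. Each deposited file is a list of peak summits, 1 line per summit, and its score is the −log10 of the q-value that the authors' peak caller gave that summit. A score depends on the depth and background of its own library. Scores are the authors' own values and were used here only to rank and to filter summits within a list. The lowest score in the lists was between 2.00 and 2.01, which is below the cutoff that the study's methods state. Summits with a score of at least 3 (a q-value of 0.001 or less, the stated cutoff) on chromosomes 1 to 19, X and Y were kept for the comparisons. The lists hold no read counts, so the depth of each library is unknown, no interval for counting error can be given, and a count model was not used. How far the number of summits reflects depth cannot be read from the files. No summit lay beyond the end of its chromosome in the reference used here (0 summits). The share of summits near annotated transcription starts was compared with the share after all summits had been moved by 100 kb.

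From the lists, summits per library and the percentage of summits within 1 kb of a transcription start (GENCODE basic annotation of the same build) were counted. For all comparisons of regions, each list was reduced to its 35714 summits of highest score, the length of the shortest list, with ties broken at random under a fixed seed. Windows of 250 bp on each side of the summits were merged over the 12 lists wherever they overlapped, which gave a catalogue of 52804 regions. A region was called in a list when it held at least 1 of its summits. Within each list all catalogue regions were ranked by their highest score, regions not called shared the lowest rank, and ranks were turned into normal scores. Changes are therefore differences in mean normal score, a measure of relative rank and not of accessibility itself, and a region that was not called had a normal score between −0.817 and −0.742. The 38078 regions called in at least 3 lists were tested.

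Single values and the Jaccard index, which is the number of regions called in both of a pair of lists divided by the number called in either, were compared by exact two-sided permutation tests. Age labels were permuted within each genotype and genotype labels within each age (400 labellings), and the smallest p such a test can give is 0.005, or 0.01 for the agreement of age changes between genotypes. A comparison of 3 libraries with 3 cannot give a p under 0.1, and so single values were tested over both strata only. All-or-none regions, called in 3 of 3 lists of 1 group and in none of the other, were set against the 10 splits of the same 6 libraries. Ranks were compared with limma 3.58.1 (lmFit, contrasts.fit and eBayes with a trend) in R 4.3.3, in 1 fit over the 12 libraries with 7 contrasts, at a Benjamini-Hochberg adjusted p under 0.01. Consensus sequences of 7 transcription factor motifs were searched on both strands within 100 bp of each region's highest summit and compared by two-sided Fisher's exact test. A list of 20 genes linked to HSC ageing was tested by the median over genes of the mean age change of the regions within 10 kb of each gene, and 6 AP-1 genes were described in the same way. Of the ageing list, the study names Selp, Mt1 and Nupr1, for RNA of other libraries. The rest were chosen from general knowledge and are not a published list. Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and pysam 0.24.0, and samtools 1.23.1.

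Apart from the permutation test for the AP-1 genes, groups, tests, gene lists, motifs and most alternatives were fixed before the data were examined. Regions are named by a rule fixed at the same time: for each contrast, at most the 3 higher and the 3 lower regions with the largest change among those past the threshold whose values did not overlap between the arms. The alternatives fixed then were all deposited scores, scores of at least 5, lists of unequal length, windows of 100 bp, autosomes, other minimums of lists, percentiles in place of normal scores, separate fits of 2 groups, an adjusted p under 0.05, a replicate block, each library left out in turn, the 9 libraries whose file names carry a tag that the labels do not explain, starts within 500 bp, motifs within 50 bp and genes with 2 kb on each side. Chosen after the lists had been seen were list length, the tag and the presence of summits at Y genes as covariates, centring within 20 GC bins, and another seed for ties.

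The rank test was tested on simulated lists. With no simulated change it called 0 regions in each of the 7 contrasts, over 33414 regions. No simulation gave lists a length that differed with age, as the real lists did, or variation shared between libraries of different groups. These counts of 0 and the false calls given below thus do not show how the test behaves where either is present. A simulated 4-fold change of score with age was recovered for 38.7% of the 173 tested changed regions in WT, 41.6% in Mlkl-/- and 90.2% over both genotypes (31450 regions). Changed regions called in fewer than 3 simulated lists were not tested and are left out of all shares of recovery. A simulated 4-fold change with genotype was recovered for 43.2% of 183 regions at 3 months, 42.6% at 18 months and 92.3% over both ages (32639 regions). False calls in the simulation with age were 1 of 68 in WT, 0 of 72 in Mlkl-/- and 0 of 156 over both genotypes. With genotype they were 1 of 80 at 3 months, 3 of 81 at 18 months and 1 of 170 over both ages. A simulated 2-fold change was not recovered in any contrast (0 of 177 regions with age and 0 of 173 with genotype). Summits on unplaced scaffolds were left out of all comparisons.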

Results

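To ask how age and loss of Mlkl relate to the accessible chromatin of HSCs, 12 lists of ATAC-seq summits were compared, 3 each from young WT, young Mlkl-/-, aged WT and aged Mlkl-/- mice. Young mice were 3 months and aged mice 18 months old. The deposited lists held between 36805 (Young Mlkl-/- 3) and 63125 summits (Aged Mlkl-/- 3). Sequencing depth was unknown, and the number of libraries (n = 3 per group) limited the precision of every comparison.

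The targeted gene was examined first. Mlkl lies on chromosome 8 from 111311797 to 111338177 (mm10, minus strand). A region from 111337923 to 111338851, with its summit in the UTR of exon 1, was called in 2 of 3 young WT, 3 of 3 young Mlkl-/-, 1 of 3 aged WT and 2 of 3 aged Mlkl-/- lists. Its mean normal score was −0.18 ± 0.51 in young WT and 0.14 ± 0.13 in young Mlkl-/- (SD, n = 3), and −0.52 ± 0.47 in aged WT and −0.26 ± 0.47 in aged Mlkl-/-. The difference between genotypes over both ages was 0.29 ± 0.26 (SE, limma adjusted p = 0.885). A second region, 5.27 kb upstream of the start (111343182 to 111343721), was called in 8 lists and did not pass the threshold either (0.54 ± 0.27, limma adjusted p = 0.775). At 18 months it was called in 1 of 3 WT and 3 of 3 Mlkl-/- lists, a difference of 0.96 ± 0.39 (SE, limma unadjusted p = 0.0206, adjusted p = 0.896). With lists of unequal length both places were called in all 12 lists, so the partial calls come from the reduction to equal length. Accessibility at the start of Mlkl was detected in lists of both genotypes, and these values do not test the genotype labels, since a disrupted gene can keep an open start.

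Summits with a score of at least 3 numbered 43015 ± 5015 in young WT, 46366 ± 10342 in young Mlkl-/-, 55040 ± 3847 in aged WT and 55460 ± 7523 in aged Mlkl-/- libraries (SD, n = 3). Aged lists were longer than young lists by 10559.5 summits (exact permutation p = 0.025). Leaving out Young Mlkl-/- replicate 3 moved this difference most, to 7896 summits (exact permutation p = 0.075), and in the 9 libraries carrying the file-name tag it was 11558.5 (exact permutation p = 0.05). The 3 libraries without the tag belong to 3 groups, 1 library each, too few for a value of their own. Lists of the genotypes differed by 1886 summits (exact permutation p = 0.63), and the age difference did not differ between genotypes (−2931, exact permutation p = 0.735).

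Summits within 1 kb of a transcription start made up 47.4% ± 2.36 in young WT, 45.8% ± 7.09 in young Mlkl-/-, 42.3% ± 3.76 in aged WT and 41.3% ± 1.53 in aged Mlkl-/- lists (SD, n = 3). After all summits had been moved by 100 kb the share was 6.33% to 6.72%. The age difference of −4.80 percentage points did not pass the threshold (exact permutation p = 0.055). It was −5.42 points for scores of at least 5 (exact permutation p = 0.045) and −2.06 points in lists of equal length (exact permutation p = 0.285). The genotypes differed by −1.37 points (exact permutation p = 0.57).

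**Figure D1:**
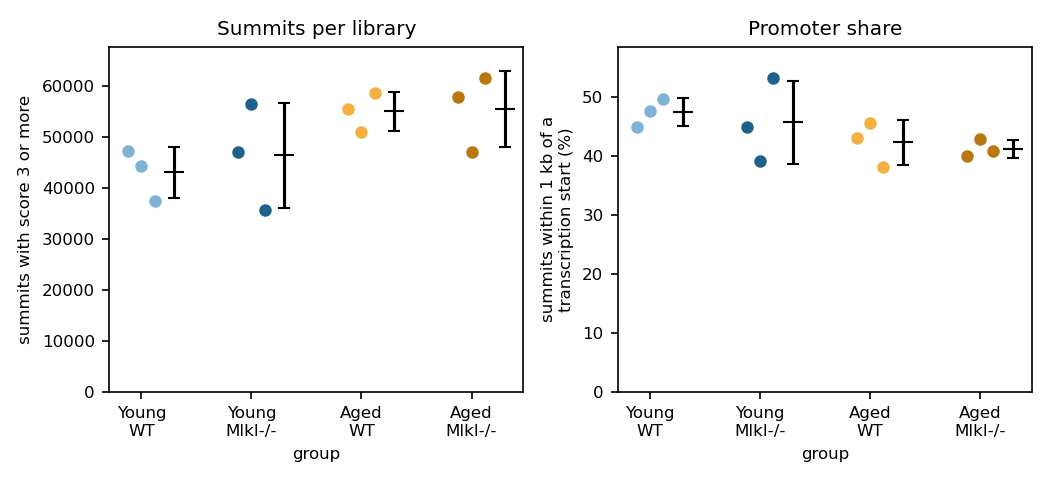
Summits with a score of 3 or more per library (left) and the percentage of them within 1 kb of a transcription start (right), by group. Points are libraries and bars the mean ± SD of 3 libraries. Mean summits were 43015 in young WT and 55040 in aged WT lists, and the genotypes overlapped at both ages.

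The lists were next reduced to equal length and compared by overlap. Of the 52804 catalogue regions, 15543 (29.4%) were called in all 12 lists and 9523 in 1 list. Libraries of the same age had a mean Jaccard index of 0.676 and libraries of different ages 0.626. This difference of 0.0493 was larger than under every other labelling except its mirror (exact permutation p = 0.005, the smallest possible). It was largest in lists of unequal length, 0.0640 (exact permutation p = 0.005), and 0.0503 in the libraries carrying the tag (exact permutation p = 0.0167). Libraries of the same genotype overlapped no more than libraries of different genotypes (difference −0.00147, exact permutation p = 0.96).

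**Figure D2:**
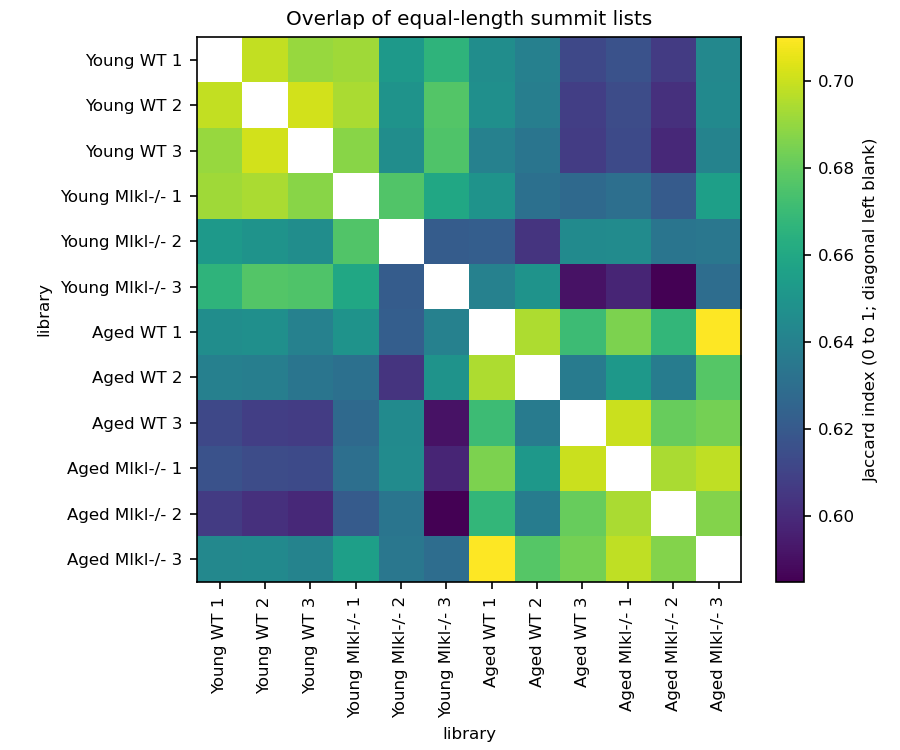
Jaccard index (colour, 0 to 1) of each pair of the 12 equal-length summit lists, with libraries on both axes and the diagonal left blank. Pairs of the same age averaged 0.676 and pairs of different ages 0.626.

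In WT, 788 regions were called in all 3 aged lists and no young list, and 824 the other way round. In Mlkl-/- these numbers were 994 and 575. In both genotypes the real grouping gave the highest count of the 10 splits of the 6 libraries, and the next highest counts were 377 in WT and 714 in Mlkl-/-. In lists of unequal length, 2562 regions were called only in aged WT lists and 372 only in young WT lists, and 1887 and 228 in Mlkl-/-. Between genotypes, 190 regions were gained and 204 lost in young Mlkl-/- lists, and 4 of the 10 splits gave as many. At 18 months 260 were gained and 165 lost, and 3 of the 10 splits gave as many. With 10 splits, the share cannot go under 0.1. In lists of unequal length, 216 regions were gained and 92 lost in Mlkl-/- lists at 3 months, and 312 and 176 at 18 months.

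**Figure D3:**
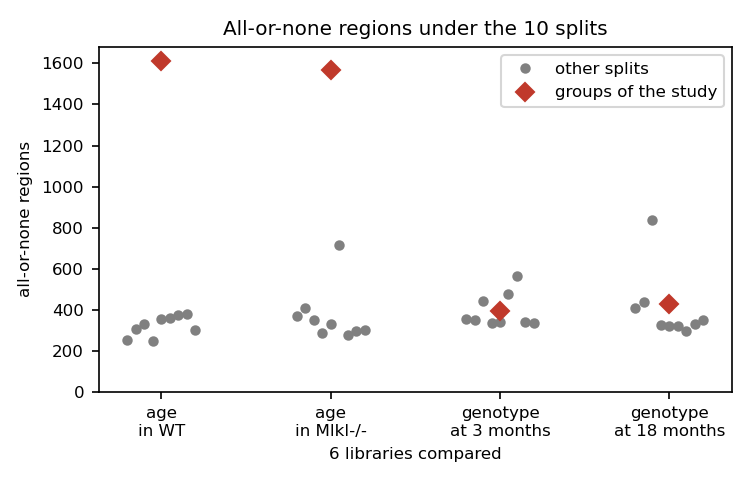
Regions called in all 3 lists of 1 arm and none of the other (vertical axis) for the 10 splits of each set of 6 libraries (horizontal axis). Diamonds mark the study's groups and grey points the other splits. For age the diamonds are the highest points in both genotypes, and for genotype other splits reached 562 regions at 3 months and 836 at 18 months.

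To compare single regions, within-list ranks were tested with limma. Over both genotypes, 1228 of 38078 regions changed with age at an adjusted p under 0.01, 763 higher and 465 lower, and in 956 of them the values of the 6 young and 6 aged libraries did not overlap. In the WT contrast 83 regions were higher and 29 lower, and in the Mlkl-/- contrast 111 were higher and 10 lower. Both contrasts used the spread estimated from all 12 libraries. Separate fits of the 2 groups, with fewer libraries, gave 2 regions in WT and 7 in Mlkl-/-, all higher. Of the alternatives, an adjusted p under 0.05 gave the highest counts, 3172 over both genotypes, 756 in WT and 662 in Mlkl-/-. There, 1758 were higher and 1414 lower over both genotypes, 413 and 343 in WT, and 505 and 157 in Mlkl-/-. The share of higher regions was thus smaller than at an adjusted p under 0.01 in each. The 9 libraries carrying the tag gave the lowest counts, 45 over both genotypes (41 higher and 4 lower), 0 in WT and 1 in Mlkl-/-. With list length as a covariate, a setting chosen after the lists had been seen, 169 regions passed over both genotypes. Of the 1228 regions, 160 (13.0%) passed in the same direction. With the presence of summits at Y genes as a covariate, also chosen later, 370 (30.1%) did; such summits were in 3 of 6 young and 0 of 6 aged lists. Of the higher regions 6.82% and of the lower regions 14.2% lay within 1 kb of a transcription start, against 37.9% of the 36850 other regions.

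All 112 regions that passed in WT changed in the same direction in Mlkl-/-, where 46 of them passed. The 2 contrasts share the estimate of spread of each region, so passing in both is not independent. Of the 121 that passed in Mlkl-/-, 120 changed in the same direction in WT. Across all tested regions, age changes in the 2 genotypes, which share no library, had a Spearman correlation of 0.459 (exact permutation of libraries, p = 0.01, the smallest possible), and 64.4% of regions changed in the same direction. Regions are not independent replicates, so the p comes from relabelling libraries. The highest absolute correlation under another labelling, mirrors left out, was 0.335. Among regions called in all 12 lists the correlation was 0.366 (exact permutation p = 0.02). No region passed the test for a difference in age change between genotypes (0 regions, with 1788 at an unadjusted p under 0.05 and a lowest adjusted p of 0.979). No such difference was simulated, so how large a difference this test could detect is unknown. The count of 0 does not show that age changes were equal in the genotypes.

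**Figure D4:**
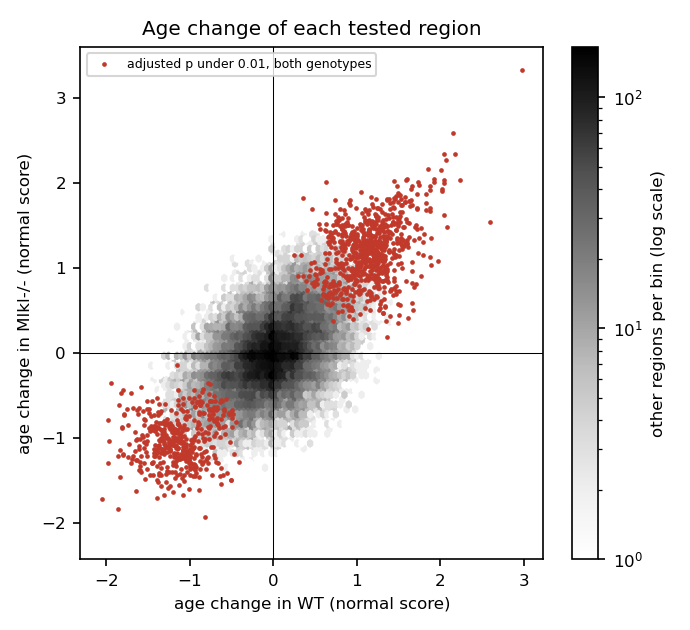
Age change in WT (horizontal axis) and in Mlkl-/- (vertical axis) of each tested region, as differences in mean normal score. Grey bins count regions on a log scale, and red points are the 1228 regions with an adjusted p under 0.01 over both genotypes, which were selected for changing in both. The Spearman correlation over all tested regions was 0.459.

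The largest increase with age was in an intergenic region on chromosome 2 (107231635 to 107232159), 58.7 kb from the start of Kcna4. It was called in 0 of 6 young and 6 of 6 aged lists, and its normal score rose from −0.77 ± 0.03 to 2.38 ± 0.43 (SD, n = 6; change 3.15 ± 0.17 SE, limma adjusted p = 1.56e-10). An intergenic region on chromosome 17 (58643557 to 58644313), 50.4 kb from Gm5815, was also called in 0 of 6 young and 6 of 6 aged lists (change 2.36 ± 0.17 SE, limma adjusted p = 3.93e-08). Another, on chromosome 1 (114039333 to 114039871), 75.4 kb from 9330185C12Rik, was called in 4 of 6 young and all aged lists (change 2.26 ± 0.25 SE, limma adjusted p = 6.98e-06). In WT, regions on chromosome 9 (12496735 to 12497304, 263 kb from Gm29785) and chromosome 15 (44175863 to 44176406, 19.98 kb from Trhr), both intergenic, rose by 2.60 and 2.24. In Mlkl-/-, a region in an intron of Farp1 on chromosome 14 (121102505 to 121103041) rose by 2.34.

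Of the decreases, the largest was on chromosome 16 (20701805 to 20702434), in a UTR of Fam131a (exon 6). Its normal score went from 1.102 ± 0.244 to −0.786 ± 0.025 (SD, n = 6; change −1.89 ± 0.20 SE, limma adjusted p = 5.96e-06). Intergenic regions on chromosome 7 (43554424 to 43555156, 6.62 kb from Gm44818) and chromosome 10 (19815291 to 19815856, 32.7 kb from Gm25256) changed by −1.85 and −1.65. All 3 were called in 6 of 6 young and 0 of 6 aged equal-length lists. In the deposited lists, however, each still had summits in 5 or 6 of the 6 aged libraries, so that they fell below the rank of the shortest list there. In WT, a region in an intron of Spred2 on chromosome 11 (19993652 to 19994183) and an intergenic one on chromosome 1 (128705109 to 128705697, 45.6 kb from Gm29599) changed by −1.99 and −1.98. In Mlkl-/-, an intergenic region on chromosome 4 (135679229 to 135679830), 6.75 kb from Ifnlr1, changed by −1.93. Summits in these last 3 regions were present in 6 of 6 aged deposited lists. Within a single genotype some of these calls depended on 1 library: that on chromosome 1 at 128705109 was lost in 5 of the 12 fits that left out a library, and those on chromosomes 7 and 16 in Mlkl-/- in 6 of 12 each.

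For genotype, no region passed at 3 months, at 18 months or over both ages (0 regions each). At an unadjusted p under 0.05 there were 2058, 1991 and 2396 regions, or 5.40%, 5.23% and 6.29% of those tested, and the lowest adjusted p values were 0.497, 0.7999 and 0.775. No alternative gave a region for any of these contrasts. Changes of rank as small as a 2-fold change of score were not detectable by this test in simulated lists.

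Motifs were compared between regions that were higher and lower with age. These sets were not matched for distance from transcription starts or for GC content. Median GC content was 44.9% in higher and 49.8% in lower regions. The ETS consensus AGGAAGT was found in 21.4% of higher and 27.3% of lower regions, and the RUNX consensus TGTGGTT in 20.7% and 15.3%. The IRF consensus GAAANNGAAA was found in 5.64% and 2.80%, and the NF-kB consensus GGGAMTTYCC in 0.262% and 1.51% (2 and 7 regions). None of the 7 motifs passed after adjustment (Fisher's exact test, adjusted p = 0.0547 for these 4). With lists of unequal length the adjusted p was 0.00194 for ETS, 0.00126 for NF-kB and 0.00027406 for IRF, but 0.352 for RUNX, whose difference went from 5.44 to 2.11 points. Within 50 bp of the summit the adjusted p was 0.793 for ETS, 0.334 for NF-kB and 0.0626 for RUNX and IRF, and among regions called in all 12 lists it was at least 0.680 for every motif. AP-1 (14.7% and 17.8%, adjusted p = 0.207), GATA (10.4% and 12.04%, adjusted p = 0.464) and CTCF (0.917% and 0.430%, adjusted p = 0.496) did not differ. In regions that did not pass, the shares were 8.04% for AP-1, 15.8% for ETS, 10.2% for RUNX, 5.33% for GATA, 5.70% for CTCF, 0.415% for NF-kB and 3.26% for IRF.

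Across the list of 20 HSC ageing genes the median age change was 0.208 (exact permutation p = 0.005, the smallest possible), and the change was positive for 13 of 20 genes. The values were 0.76 for Mt1, 0.61 for Slamf1, 0.59 for Sbspon and 0.56 for Gpr183, and −0.42 for Plscr2, −0.21 for Itgb3, −0.15 for Selp and −0.10 for Nupr1. That of Plscr2 was 0.00 with lists of unequal length. Of the 55 regions near these genes, 4 passed over all tested regions, 1 each at Mt1, Clca3a1, Sbspon (all higher) and Vwf (lower), and 5 passed when adjusted over the list alone. Of the 6 AP-1 genes, 1 had a positive change (Fos, 0.01, which was −0.20 with 2 kb on each side; with lists of unequal length Junb, at 0.04, was positive as well). The median over the 6 AP-1 genes was −0.289 (exact permutation p = 0.005, the smallest possible), in a test not planned beforehand. It reached the same p as the ageing list with the opposite sign, so that p is not particular to the ageing list. Among the 20 regions near AP-1 genes 2 passed, both lower and both at Jun, and 3 passed when adjusted over the list alone. Jun, Jund and Fos appear in the study's own region tables, so that neither this median nor these counts are independent evidence.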

Values the study reported

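The study merged the peaks of its ATAC-seq libraries into 76,286 peaks. Its methods state a q cutoff of 0.001 for calling peaks and a q-value under 0.01 for differentially accessible regions. It described many loci that changed with age in WT HSCs and few that differed between aged WT and aged Mlkl-/- HSCs.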

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

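The test below was chosen after the result had been seen. Summits on unplaced scaffolds, which no comparison used, numbered 1188 over the 12 lists, with 85 to 112 per list. They drew attention as signal in data outside the comparisons. Per group there were 92.7 ± 6.81 in young WT, 91.3 ± 5.51 in young Mlkl-/-, 107 ± 5.57 in aged WT and 105.0 ± 2.00 in aged Mlkl-/- lists (SD, n = 3). If copies of repeats collapsed onto the scaffolds had produced them, summits should be denser there than on the chromosomes. The density on the scaffolds was 0.982 times that on the chromosomes, which argues against that explanation for the scaffolds as a whole. A repeat on a single scaffold and reads that map to several places stay open, and no biological explanation was tested.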

How the results depend on the processing

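List length, the tag and the presence of summits at Y genes as covariates, GC centring and the second seed for ties were chosen after the lists had been seen. Where no cause is named below, the cause was not tested.

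The age difference in Jaccard index, the agreement of age changes between genotypes and the median of the HSC ageing list kept their direction and their side of the threshold under every alternative run for them. The covariates and GC centring, however, were not run for any of them. The libraries carrying the tag were run for the Jaccard index only. Whether these results hold against list length and the Y gene mark was thus not tested. Without 1 library the Jaccard difference ranged from 0.0459 to 0.0555, the agreement from 0.368 to 0.480 and the median of the ageing list from 0.181 to 0.223. The counts of 0 regions for genotype at 3 months, at 18 months and over both ages and for the interaction stayed at 0 under every alternative.

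The age difference in summits per library lay between 7896 and 13060 without 1 library. It lost significance without Young Mlkl-/- replicate 1 (10722, exact permutation p = 0.055), Young Mlkl-/- replicate 3 (7896, p = 0.075), Aged Mlkl-/- replicate 1 (9961, p = 0.075) or Aged Mlkl-/- replicate 3 (9051, p = 0.075), and in the libraries carrying the tag (11558.5, p = 0.05); fewer libraries allow fewer labellings. The genotype difference in summits, far from the threshold, reversed to −310.0 in those libraries and ranged from −615 to 4549 without 1 library, being negative without Young Mlkl-/- replicate 2. The age difference in promoter share passed for scores of at least 5 (−5.42 points, exact permutation p = 0.045), without Young Mlkl-/- replicate 2 (−6.46 points, p = 0.01) and without Aged WT replicate 2 (−5.62 points, p = 0.045). Without 1 library it ranged from −6.46 to −2.93 points. The genotype difference in promoter share ranged from −3.24 to 0.294 points, and that in Jaccard index from −0.00417 to 0.00446.

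All-or-none counts rise by construction when an arm holds fewer lists. Without 1 library they ranged from 2382 to 2825 for age in WT, from 2272 to 2727 for age in Mlkl-/-, from 855 to 1380 for genotype at 3 months and from 880 to 1437 for genotype at 18 months. In the libraries carrying the tag they were 2534, 3815, 855 and 2415. With lists of unequal length the count for age in WT was 2934, of which 2562 were gained in the longer aged lists, and that in Mlkl-/- 2115, of which 1887 were gained.

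Counts of the rank test for age moved most. For WT, Mlkl-/- and both genotypes in turn, they were 756, 662 and 3172 at an adjusted p under 0.05, 295, 249 and 2030 with lists of unequal length, 23, 12 and 270 for regions called in all 12 lists, which tests fewer regions, 8, 27 and 169 with list length as a covariate, 71, 11 and 437 with the presence of summits at Y genes as a covariate, and 0, 1 and 45 in the libraries carrying the tag, which are fewer. For WT and Mlkl-/- they were 21 and 19 with percentiles and 2 and 7 in separate fits of 2 groups, which estimate the spread from fewer libraries. Regions called in at least 6 lists gave 180 for WT, and GC centring gave 78 for Mlkl-/-. Over both genotypes the higher and lower regions numbered 41 and 4 in the libraries carrying the tag, 115 and 54 with list length, 342 and 95 with the Y gene mark and 687 and 537 with GC centring, against 763 and 465. Without 1 library the counts ranged from 7 (without Aged WT replicate 1) to 155 in WT, from 8 (without Aged Mlkl-/- replicate 1) to 98 in Mlkl-/-, and from 723 (without Young WT replicate 2) to 1141 over both genotypes.

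With the replicate number as a block, 58 regions passed in WT, 47 in Mlkl-/- and 958 over both genotypes. The numbers did not pair the libraries: of the 18 correlations between the deviations of same-numbered libraries of different groups, which ran from −0.321 to 0.136, 1 was over 0.1. The block changed no count of 0.

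Differences in motif share passed for ETS (−6.55 points), NF-kB (−1.38 points) and IRF (3.80 points) with lists of unequal length, where that for RUNX fell to 2.11 points (adjusted p = 0.352). No motif passed within 50 bp of the summit, where ETS fell to −0.936 and NF-kB to −0.430 points, or among regions called in all 12 lists, which are fewer. For Plscr2, mean age change of its regions reversed to 0.00369 with lists of unequal length. Of the other results for single regions and genes, 49 lost significance and 9 moved by more than the spread between replicates, and the other 767 kept their side of the threshold or moved by less than that spread. The mean changes of Alcam, Clu, Ehd3, Vwf, Fos and Junb, 6 genes besides Plscr2 whose main values were all smaller than that spread, changed sign under at least 1 alternative (17 values in all). Depth limits all of these results, since the score that a summit reaches depends on it and the lists do not give it.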

Other observations

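Of the tests below, those with permuted list lengths, the other ways of leaving out libraries, and both tests on CTCF were chosen after the results had been seen. So was the separate look at the regions that stayed with a covariate. The overlap of the lists and the all-or-none counts were known when the other tests were written down. The limits for list length, GC content, the tag and the Y genes were written before those fits were run, the last of them after the Y gene summits had been counted.

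Other groupings of the same libraries gave few regions in the rank test. For age over both genotypes, 1 of 100 splits, the real one, gave as many regions as the 1228, and the highest other count was 2. For age in WT and in Mlkl-/- it was 1 of 10 splits each, with 0 regions in the others, although 10 splits cannot give a share under 0.1. For genotype and the interaction the real groupings gave 0 regions, which every split reaches, so the splits test nothing there; the highest count of another split was 0 for genotype at 3 and at 18 months and 1 for genotype over both ages and the interaction. For all-or-none regions, 1 of 10 splits gave as many for age in WT, 1 of 10 for age in Mlkl-/-, 4 of 10 for genotype at 3 months and 3 of 10 at 18 months. At 18 months the highest count, 836, came from Aged WT 1, Aged WT 2 and Aged Mlkl-/- 3 against Aged WT 3, Aged Mlkl-/- 1 and Aged Mlkl-/- 2, which puts both aged libraries without the tag in 1 arm. The same arm holds the 3 lists with summits at the start of Xist. At 3 months the highest count, 562, came from Young WT 1, Young Mlkl-/- 1 and Young Mlkl-/- 2 against the other young libraries, and these are the 3 lists with summits at Y genes and also the 3 longest young lists (47220, 47017 and 56368 summits). What sets these arms apart was not tested. With no regions called for genotype, the tests planned for a segment around Mlkl and for the tag in that contrast had nothing to act on.

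Summits within 1 kb of the starts of the single-copy Y genes Ddx3y, Eif2s3y, Kdm5d or Uty were present in 3 of 6 young lists (Young WT 1, Young Mlkl-/- 1 and Young Mlkl-/- 2) and in 0 of 6 aged lists (Fisher's exact test, p = 0.182). Within 1 kb of the start of Xist, 3 lists had summits, all aged (Aged WT 3, Aged Mlkl-/- 1 and Aged Mlkl-/- 2), but anywhere in Xist 5 of 6 young and 6 of 6 aged lists had summits, so most young pools also showed signal at this gene. Over the whole Y chromosome the ages did not stand apart: lists held 26.7 ± 11.6 summits in young WT, 29.7 ± 10.7 in young Mlkl-/-, 29.0 ± 6.00 in aged WT and 29.3 ± 4.04 in aged Mlkl-/- (SD, n = 3), and 23 to 35 in single aged lists. Where on Y these summits lie was not examined. The share of summits on X averaged 2.46% ± 0.07 in young WT and 2.41% ± 0.08 in young Mlkl-/- lists. In aged lists it was 2.57% ± 0.07 in WT and 2.56% ± 0.04 in Mlkl-/- (SD, n = 3). This share was lowest in the 3 lists with Y gene summits (2.39%, 2.32% and 2.44%), while Young WT 3, at 2.53%, lay within the aged range. No test was run on it. These counts and shares leave open whether the pools differ in sex between the ages and whether this may contribute to the age changes. Of the 1228 regions, 1.30% lay on X or Y, against 2.51% of the tested regions, so sex-linked regions do not account for the calls, but this says nothing about effects of sex on autosomes. With the Y gene summits as a covariate 30.1% of the 1228 regions stayed past the threshold, under the limit of 50% written beforehand. That limit had a second part, that fewer regions be left than with the mark on other young libraries of the same groups, and it was not met: 437 regions passed with the real mark and 206 to 384 in the other 8 of 9 ways. The mark lies only in young lists and is thus correlated with age. The sex of the pools and age cannot be told apart for most of the calls. The 370 regions that stayed changed with age beyond what the mark accounted for in that fit. They were selected by passing it, so they give no separate test of the mark. A list without Y gene summits need not come from females alone.

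List length is a second candidate explanation of the age changes, since aged lists were longer and depth is unknown. With log2 list length as a covariate, 13.0% of the 1228 regions stayed, which met the limit written beforehand for length as the cause (under 50%). Lengths permuted within groups, a test added later, left about as few: 64 of 100 sets of lengths, the real one included, left no more regions than the real lengths. The permuted sets left from 83 to 660 regions, with a median of 159, against 169 for the real lengths, which did not stand apart from them. Length and age cannot be told apart for most of the calls. The 160 regions that stayed changed with age beyond what length accounted for in that fit. They were selected by passing it, so they give no separate test of length. GC content and the tag are argued against for the calls as a set: 84.2% stayed after centring within GC bins and 91.0% with the tag as a covariate. Contamination by other cell types was not tested. The number of mice per pool also differed with age, so its effect cannot be told apart from that of age. Age itself stays among the open explanations.

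In the libraries carrying the tag, 45 regions passed for age over both genotypes. Leaving out 1 library of each of the same 3 groups left as few in 5 of 27 ways, with a median of 118.5 for the other ways, so the lower number of libraries could account for this drop.

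The CTCF consensus CCASYAGRKGG was found in 0.733% of the 1228 regions that changed with age and in 5.70% of the 36850 others (Fisher's exact test, p = 5.16e-20). Regions are not independent replicates, so these p-values describe the regions of these libraries. Changed regions lie farther from transcription starts, but over 1 kb from a start the shares were 0.721% and 8.06% (odds ratio 0.0829), which argues against distance as the cause. They were also called in fewer lists. Among regions over 1 kb from a start and called in all lists, 0 of 215 changed and 4.70% of 6230 other regions held the motif (odds ratio 0, Fisher's exact test, p = 7.45e-05), which argues against that as well. A candidate explanation is that regions with CTCF sites keep their rank with age. The height of their scores, at which ranks may move less, was not tested and stays open, as do list length and the sex of the pools. GC content of the regions stays open as well, since the sets were not matched for it. Its median was 44.9% in higher, 49.8% in lower and 51.8% in the other regions.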
